A study of Mus musculus with 20 samples.

How the data were processed

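RNA captured with EdU-labelled DNA was sequenced from 20 libraries of mouse embryonic stem cells and NIH3T3 cells, 2 in each of 10 groups. Per the labels' protocols, NIH3T3 cells were first synchronised with 2 mM thymidine for 15 h and released for 2.5 h, cells were given EdU for 10 min and fixed with 1% formaldehyde, and the control received DMSO instead of 10 µM biotin azide. Groups and replicate numbers were taken from the sample titles. The labels do not say whether the 2 libraries of a group came from separate cultures.

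The file analysed here is an exon table in GTF format. It was deposited with start and end positions of exons, strand and identifiers of locus, transcript and exon, and its score field is empty in each line, so it holds no value per library. Per the submitters' processing notes the build is mm9 and the tools include TopHat2 2.0.8 and Cufflinks 2.1.1, and Cufflinks is also named in the file's source field. How the models were selected, how reads were assigned to them and whether strand was used are not given in the sources used here. The comparisons between libraries that were planned before the data were examined could not be fitted on this file, and read depth is unknown. No table column was left out as belonging to an unmatched sample.

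The supplied reference was GENCODE M21 on GRCm38, a different build. On chromosome 1 the last catalogued locus ends at 197048960, beyond the end of the last GENCODE gene there, 195323493. Coordinates of the 2 builds were therefore never compared, except on the mitochondrial genome, as stated beside that result. All coordinates of loci are 1-based mm9 positions from the file, and distances between GENCODE genes are within GRCm38.

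A locus was taken as the file gives it. Merging same-strand transcripts with overlapping exons gave the same 29286 loci, each with the same transcripts. The merged loci among the alternatives were formed from overlapping whole spans, introns included, which gave 28583. Transcript length is the sum of exon lengths. Chromosome densities, spacing and head-to-head pairs used the 29144 loci on chromosomes 1 to 19 and X, and the 142 loci on Y, on the mitochondrial genome and on unplaced sequence were left out of them. Chromosome counts were tested against 100000 draws in proportion to span, or 10000 for exon bases and for permuted 1 Mb windows. Spacing was tested against 1000 random placements within each chromosome's span and head-to-head pairs against 1000 permutations of strand within chromosomes. Overlaps on opposite strands needed 1 shared exon base. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05.

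Loci were matched to GENCODE genes by exact lengths of intron, exon and intron in a row, on the same chromosome and strand, which needs 3 or more exons. A locus went to the gene with the most shared runs, and 26 loci with a tie were left unassigned. Single-exon and 2-exon loci cannot be matched in this way. This matching was chosen after the file had been examined. Gene lists (pluripotency, replication fork, checkpoint and repair, fibroblast, developmental regulators and known lncRNAs) were fixed before, and the listed names Claspin and Snhg4 were not found. List genes were compared with 10000 random lists of protein-coding genes. This comparison had been set for mm9 gene positions or gene order, and distances between matched GENCODE genes took their place, so loci with fewer than 3 exons do not enter it. The neighbours of some listed genes are not reported here.

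The rule for named items, fixed before the data were examined, took the 3 loci with the most transcripts, the longest span and the longest transcript, the 3 transcripts with the most exons, the 3 densest 1 Mb windows, the 3 closest head-to-head pairs and the listed known lncRNAs. Other names were chosen after their values were seen. Alternatives were merging of overlapping transcripts, a minimum length of 200 nt, 1 transcript per locus, gaps under 30 nt not counted as introns, spliced loci only, exon bases, other distances and other minimum overlaps.

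The procedures were tested on simulated data. With 29144 loci placed at random the spacing permutation test gave p = 0.624, and with a share of 0.1 of them moved beside another locus it gave p = 0.0099, the smallest its 100 placements allow. A density of X set to 0.8 times that of other chromosomes was recovered as 0.784. In 40 sets with strands drawn at random, 1 set had a head-to-head p of 0.05 or less. Of 1000 shifted GENCODE transcripts with a trimmed end, 100% were matched to their gene, and of 1000 with redrawn lengths 0% were matched. A shift and a trimmed end leave the matched lengths unchanged. The 100% therefore cannot show how many true matches are missed where lengths differ between the 2 annotations. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1 were used.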

Results

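The study profiled RNA bound to newly replicated DNA in mouse embryonic stem cells and in NIH3T3 cells, an immortalised mouse fibroblast line. Nascent DNA was labelled with EdU, a thymidine analogue, crosslinked with formaldehyde, joined to biotin by a click reaction and captured on streptavidin beads, and the RNA that came with it was sequenced. The 20 libraries formed 10 groups of 2, with 5 groups in each cell type. The groups were a control without biotin azide (no click), a click pulldown without hydroxyurea (normal), and click pulldowns labelled HU, chase and protease, all 3 of which carried the hydroxyurea label (4 mM for 4 h). Hydroxyurea depletes nucleotides and stalls replication forks. The normal group against the no-click control asks which RNAs come down with labelled DNA. HU against no click differs in both the click reaction and hydroxyurea, HU against normal asks what changes when forks stall, and HU against chase compares both kinds of pulldown under the hydroxyurea label. The labels give no detail of the chase or of the protease step.

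The file analysed here holds long intergenic non-coding RNA (lincRNA) gene models deposited with the study, labelled as NONCODE lincRNA, and no value per library. Whether any model was built from these libraries is not given in the sources used here. The catalogue therefore does not show which RNAs the libraries contain. Read depth is unknown, RNA abundance in the 20 libraries and the comparisons between groups are not analysed here, and no p-value below refers to a difference between samples. The results below describe the lincRNA models themselves. Genes, loci and transcripts are not independent replicates, and the intervals and p-values below describe this one annotation.

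The catalogue held 29286 lincRNA loci with 40856 transcripts and 86377 exon records, written with NONCODE-type identifiers. Locus numbers ran up to 46475 with 17189 absent, as a part of a larger numbered set would give. Single-exon models made up a large part of it: 17682 transcripts had 1 exon, 12491 had 2, and 136 had 10 or more. The share of transcripts with 2 or more exons was 56.7% (95% exact binomial interval 56.2 to 57.2%). At the level of loci, 15767 (53.8%) had single-exon transcripts only and 24539 (83.8%) had 1 transcript. The median transcript length was 1173 nt (quartiles 592 and 2241 nt, range 201 to 22911 nt). Spliced transcripts were shorter, with a median of 850.5 nt against 1742 nt for single-exon transcripts. The loci were divided between the strands, with 14426 on the plus strand and 14860 on the minus strand. Taking the longest transcript of each locus lowered the spliced share to 45.0%.

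**Figure D1:**
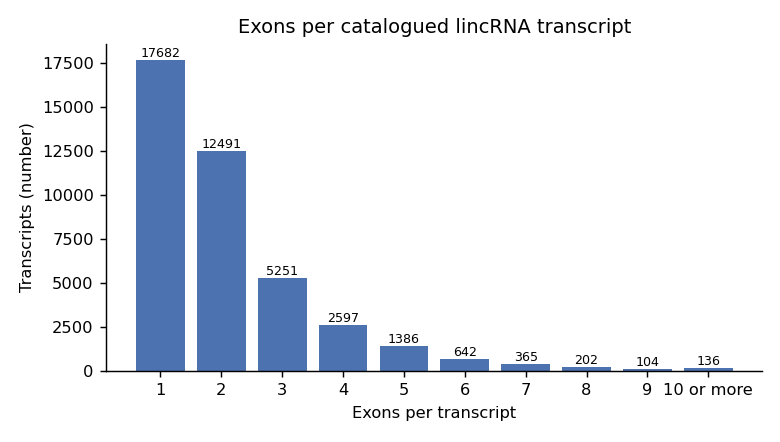
Number of catalogued lincRNA transcripts (vertical axis) by number of exons (horizontal axis), with the number above each bar. Transcripts with 1 exon (17682) form the tallest bar, followed by those with 2 exons (12491).

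The most transcript-rich loci lay on chromosomes 10, 4 and 13. NONMMUG004914 (mm9 chromosome 10, 121823907 to 121880004, plus strand) held 209 transcripts, NONMMUG030424 (chromosome 4, 118219498 to 118221797, plus strand) held 185, and NONMMUG011879 (chromosome 13, 108282794 to 108293704, minus strand) held 110. The longest spans were those of NONMMUG016475 on chromosome 16 (39984499 to 41409665, 1425167 bp), which shared exon and intron lengths with Lsamp, a gene for a neuronal cell adhesion protein, NONMMUG017009 on chromosome 16 (79943590 to 81079294, 1135705 bp) and NONMMUG027689 on chromosome 3 (111220198 to 112331135, 1110938 bp). The longest transcripts belonged to NONMMUG033079 (22911 nt, chromosome 5, 100159710 to 100183243), NONMMUG015682 (21972 nt, chromosome 16, 6265485 to 6290160) and NONMMUG010555 (21891 nt, chromosome 13, 28487716 to 28512277). The models with the most exons were those of NONMMUG017698 (40 exons, chromosome 17, 23841455 to 23859750), NONMMUG009968 (26 exons, chromosome 12, 110842150 to 110899926) and NONMMUG041996 (26 exons, chromosome 8, 131344902 to 131459085). By their exon and intron lengths these corresponded to the genes 1520401A03Rik, Rian and Ccdc7a, and the first and last of these are protein-coding in GENCODE.

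Well-studied lncRNAs were present in the catalogue. The models carry no gene symbols, so each locus with 3 or more exons was compared with GENCODE M21 by the lengths of an intron, the next exon and the next intron on the same chromosome and strand, without converting coordinates, a matching chosen after the file had been examined. Of 29 known lncRNAs listed before the data were examined, 18 had a matching locus. All 4 listed members of the X-inactivation centre were found: Xist, which coats and silences the inactive X chromosome (NONMMUG045569, chromosome X, 100655712 to 100678572, minus strand, 10 transcripts), its antisense partner Tsix (NONMMUG045568, 100626856 to 100680296, plus strand, 2 transcripts), Jpx (NONMMUG045574, 100688897 to 100725993, 12 transcripts) and Ftx (NONMMUG045580, 100756246 to 100819093, 11 transcripts). The 3 maternally expressed lncRNAs of the imprinted cluster on chromosome 12 were found with many isoforms: Meg3 (NONMMUG009962, 110779206 to 110809939, 27 transcripts), Rian (NONMMUG009968, 24 transcripts) and Mirg (NONMMUG009975, 110967974 to 110987668, 14 transcripts). H19, another imprinted RNA, matched NONMMUG039673 on chromosome 7 (149761434 to 149764051, 6 transcripts).

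Neat1, the scaffold RNA of nuclear paraspeckles, matched NONMMUG020673 (chromosome 19, 5824708 to 5845704, minus strand), whose longest transcript was 20771 nt. Miat matched NONMMUG033401 (chromosome 5, 112642148 to 112658415, 17 transcripts) and Lncpint matched NONMMUG034891 (chromosome 6, 31116026 to 31168433, 1 transcript). Among host genes of small nucleolar RNAs, Gas5 matched NONMMUG002215 (chromosome 1, 162964553 to 162968670, 24 transcripts), Snhg1 matched NONMMUG020761 (chromosome 19, 8797897 to 8800935, 3 transcripts) and Snhg5 matched NONMMUG043532 (chromosome 9, 88415891 to 88417767, 8 transcripts). Snhg3 (NONMMUG030867, 131903929 to 131909601) and Snhg12 (NONMMUG030863, 131864593 to 131866939) lay near each other on chromosome 4 on opposite strands. Dancr matched NONMMUG032758 (chromosome 5, 74489085 to 74491430) and Epb41l4aos matched NONMMUG019605 (chromosome 18, 33954514 to 33955784). Of the 11 listed lncRNAs without a match, Malat1, Kcnq1ot1, Hotair, Hottip, Rmrp, Terc and Mir17hg have fewer than 3 exons in GENCODE and could not be tested, and Snhg4 was not found by name in GENCODE. Dleu2, Airn and Tug1 have 3 or more exons there and shared no such run of lengths with a catalogued locus, which does not show that they are absent.

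**Figure D2:**
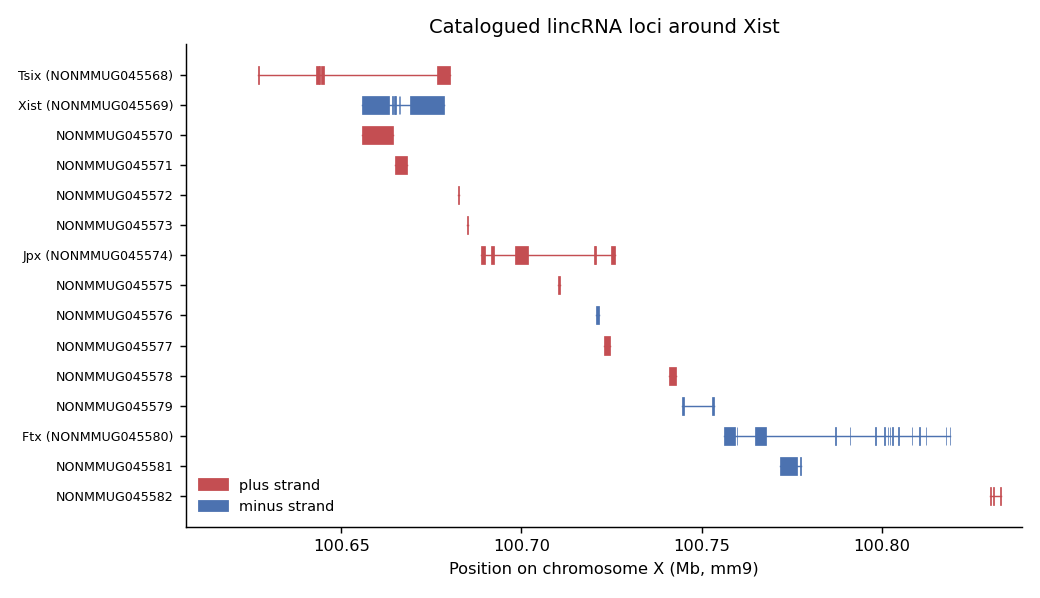
Map of the 15 catalogued loci that overlap mm9 chromosome X from 100606856 to 100839093, with one row per locus, boxes for the exons of all its transcripts merged, thin lines for introns, red for the plus strand and blue for the minus strand. Xist lies on the minus strand and overlaps exons of Tsix and of the unnamed plus-strand loci NONMMUG045570 and NONMMUG045571.

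Across the catalogue, 5216 loci had a transcript with 3 or more exons, and 2795 of them (53.6%) shared a run of lengths with a GENCODE gene. With the strand of the reference swapped, 3 loci matched. Neighbouring matched loci followed the same order along the chromosome in both annotations in 2710 of 2724 adjacent pairs (99.5%). Of the 2769 loci matched to a single gene, 1666 (60.2%) corresponded to genes that GENCODE calls lincRNA, 353 to antisense genes and 244 to processed transcripts. A further 279 (10.1%) corresponded to pseudogenes and 172 (6.21%) to protein-coding genes. In the other direction, 1657 of the 3329 GENCODE lincRNA genes with 3 or more exons (49.8%) had a catalogued counterpart.

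Loci were unevenly spread over the chromosomes. Chromosome 11 held 15.0 loci per Mb, chromosome 2 held 13.8 and chromosome 4 held 13.2, against 11.3 over chromosomes 1 to 19 and X together. Chromosome X held the fewest, 9.22 per Mb, which was 0.805 times the autosomal density of 11.5 per Mb (permutation p = 2e-05, two-sided, the smallest that 100000 draws allow). Chromosome 1 held 9.53 per Mb, chromosome 3 held 9.82 and chromosome 7 held 9.83. X loci were also less often spliced, with a spliced transcript in 32.3% of them against 46.9% of autosomal loci (Fisher's exact test, two-sided, p = 4.77e-29, a comparison chosen after the data were seen). Fisher's test treats loci as independent, and no version that keeps neighbouring loci together was run, so this p-value may be too small. Placing loci singly gave 5 chromosomes above and 8 below their share (Benjamini-Hochberg adjusted p under 0.05 over 20 chromosomes). Permuting whole 1 Mb windows, which keeps neighbouring loci together and was added after the data were seen, left 3 above (chromosomes 2, 4 and 11) and 4 below (chromosomes 1, 3, 7 and X). Lengths were measured from the first to the last catalogued locus of each chromosome, because chromosome lengths of the mm9 build were not used here.

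**Figure D3:**
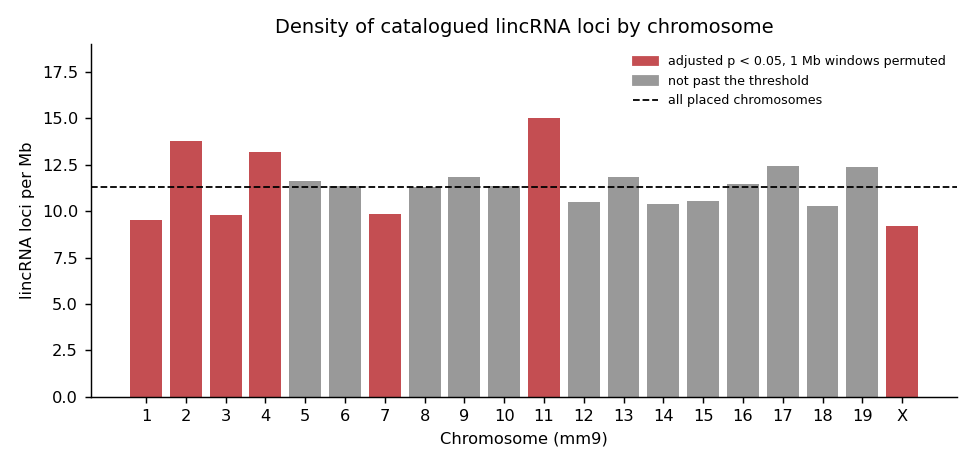
Catalogued lincRNA loci per Mb (vertical axis) on each placed chromosome of mm9 (horizontal axis), with a dashed line at the density of all placed chromosomes, 11.3 per Mb. Red bars are chromosomes past the threshold when 1 Mb windows were permuted: 2, 4 and 11 lie above the line, and 1, 3, 7 and X below it.

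More loci had another locus within 10 kb than random placement of the same spans gave. Another locus lay within 10 kb of 41.2% of the 29144 loci on chromosomes 1 to 19 and X, against a mean of 31.3% (range 30.1 to 32.3%) in 1000 random placements (permutation p = 0.001, one-sided, the smallest that this number allows). Among loci with a spliced transcript, the shares were 35.3% and 21.2%. The densest 1 Mb window, on chromosome 17 from 36000001 to 37000000, held 42 loci, among them matches to the pseudogenes H2-M10.5-ps1 and Gm10499. The next, on chromosome X from 100000001 to 101000000, held 41 loci and contained Xist, Tsix, Jpx and Ftx. A window on chromosome 11 from 86000001 to 87000000 held 33 loci, none of them matched to a GENCODE gene, and a window on chromosome 13 from 114000001 to 115000000 also held 33. At the extremes the order was reversed: 12.2% of loci overlapped or touched another locus, against 13.7% in 1 random placement, and 98.0% had another within 200 kb, against 98.9%. No loci on the same strand share exon bases in the catalogue, and the random placements did not keep this. The lower share of overlaps therefore cannot be read as wider spacing. The median window held 11 loci and 42 of 2589 windows held none. The random placements did not avoid other genes, whose mm9 positions were not used here.

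**Figure D4:**
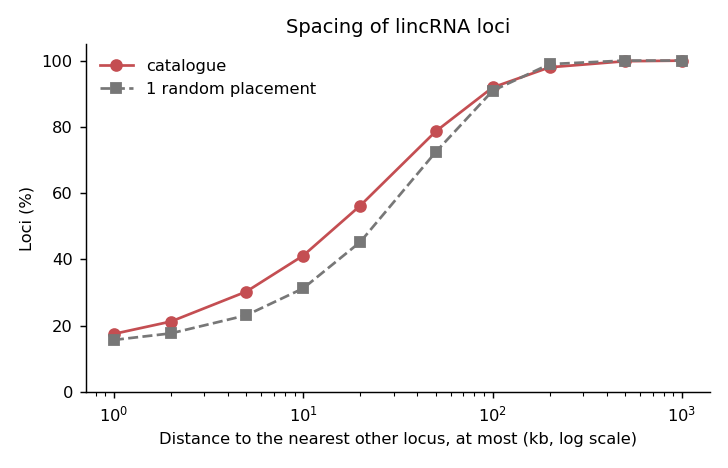
Share of loci (vertical axis, %) whose nearest other locus lies within the distance on the horizontal axis (kb, log scale), for the catalogue (red) and for 1 random placement of the same spans (grey, dashed). At 10 kb the catalogue stands at 41.2% and this placement at 31.3%.

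Head-to-head pairs were counted because lincRNAs often start beside another transcript on the opposite strand. Only pairs of catalogued loci were counted, so starts beside protein-coding genes were not tested. There were 236 pairs of loci whose starts pointed away from each other within 1 kb, which lay within the spread of 1000 shuffles of the strands (mean 235.2 ± 13.6 SD, permutation p = 0.482, one-sided). At 500 bases the count was 164 against a mean of 138.3 (p = 0.00799), and for spliced loci within 1 kb it was 133 against 99.97 (p = 0.001, permutation tests, one-sided). At 5 kb the direction turned, with 671 pairs against a mean of 869.8 (permutation p = 0.001 for fewer pairs, one-sided, the smallest that 1000 shuffles allow). Compared with pairs whose ends faced each other, a comparison added after the data were seen, starts met more often: 236 pairs against 127 within 1 kb, or 65.0% (95% exact interval 59.9 to 69.9%, exact binomial test, two-sided, adjusted p = 3.38e-08 over 6 such comparisons). At 5 kb they still did, 671 pairs against 550 (exact binomial test, two-sided, adjusted p = 0.000589). Of adjacent loci, 61.6% below 1 kb apart and 67.5% at 1 to 5 kb lay on the same strand. The strand shuffles do not keep these shares. Comparison with the shuffles therefore cannot decide whether starts within 1 kb or 5 kb meet more or less often than by chance. The closest head-to-head pairs were NONMMUG027065 and NONMMUG027066 on chromosome 3 (starts 3 bases apart), NONMMUG028743 and NONMMUG028744 on chromosome 4 (5 bases) and NONMMUG015148 and NONMMUG015149 on chromosome 15 (8 bases).

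Exons of 830 pairs of loci overlapped on opposite strands, which involved 1608 loci (5.49%), with a median of 436.5 shared exon bases. Whole spans in place of exons gave 1450 pairs. Of the 18 loci matched to known lncRNAs, 8 had such a partner. Xist shared 1959 exon bases with Tsix and 7752 with the unnamed spliced locus NONMMUG045570, and Neat1 overlapped 3 antisense loci by 1192, 2224 and 1432 bases. Meg3 shared 1228 exon bases with NONMMUG009964 and Miat shared 718 with NONMMUG033402, which matched Gm26953. The labels do not say whether strand was kept in the libraries or in the counting, and without it reads in the shared exon bases cannot be assigned to one partner.

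For genes of DNA replication and of pluripotency, no difference from other genes was detected in how often a catalogued lincRNA lay beside them. This was measured within GENCODE, for the 2300 non-coding genes with a catalogued counterpart on chromosomes 1 to 19 and X. Of all 21755 protein-coding genes, 18.4% had one within 100 kb. The share was 5 of 28 replication fork genes (17.9%), among them Mcm3, a subunit of the replicative helicase (6720483E21Rik at 68.3 kb), Gins3 (Gm31518 at 11.9 kb) and the DNA ligase gene Lig1 (Gm38947 at 80.1 kb). It was 3 of 20 checkpoint and repair genes (15.0%), namely Chek1 (1700027I24Rik at 15.3 kb), Fancd2 (1700015O11Rik at 34.6 kb) and Fanci (Mir9-3hg at 49.8 kb). It was 4 of 20 pluripotency genes (20.0%), namely Sox2 (Gm3143 at 47.2 kb), Klf4 (Gm12506 at 72.7 kb), Tbx3 (Tbx3os2 at 0.371 kb) and Fgf4 (Gm44929 at 76.8 kb), and 3 of 14 fibroblast genes (21.4%), namely Col1a1, Thy1 and Pdgfra. None of these 4 lists passed the threshold against random lists of the same size (permutation test with 10000 lists, two-sided, adjusted p = 1 for each over 5 lists), and lists this short leave wide margins.

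Developmental regulators had the highest share, 9 of 20 (45.0%), which did not pass the threshold at 100 kb (permutation p = 0.0102, adjusted p = 0.051). It passed at 10 kb, with 5 of 20 genes (25%) against 4.69% of all protein-coding genes (permutation test, adjusted p = 0.015), and at 500 kb (95% against 56.1%, permutation test, adjusted p = 0.005). The closest partners were Otx2os1, overlapping Otx2, Lhx1os at 0.125 kb from Lhx1, Gm43050 at 0.748 kb from Tbx5, Sfta3-ps at 2.53 kb from Nkx2-1 and 9030622O22Rik at 2.67 kb from Foxa2. Within 100 kb lay also Gm11529, at 80.1 kb from Hoxb1, and Gm28876, at 59.3 kb from Hoxc4. The list holds neighbouring genes of the same Hox clusters, which random lists rarely do.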

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

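The window permutation, the comparison with facing ends and the 3 variants of the GENCODE matching were chosen after seeing the data, and the other alternatives before. No paired analysis was possible because the file holds no value per library, and for the same reason the other test, scaling, filter, pseudocount, replicate block and leaving out of each replicate set for the comparisons between groups were not run. The spacing result kept its direction and side of the threshold at 5 kb (30.3%), at 50 kb (78.6%), with merged loci (39.0%) and with spliced loci (35.3%). With the longest transcript of each locus, 45.0% of transcripts were spliced and the median length was 1332 nt. With gaps under 30 nt not counted as introns, the spliced share was 55.4%. Without single-exon transcripts, 13519 loci and 23174 transcripts remained, with a median of 850.5 nt. By exon bases, 8 chromosomes lay above and 5 below their share, by spliced loci 7 lay above and 6 below, and by permuted 1 Mb windows 3 lay above and 4 below. The X to autosome ratio kept its direction and side of the threshold in each of its alternatives, between 0.555 (spliced loci) and 0.807 (merged loci). Head-to-head pairs passed the threshold at 500 bases (164 pairs, p = 0.00799, permutation) and for spliced loci (133 pairs, p = 0.001, permutation). At 5 kb the direction reversed, with 671 pairs against a mean of 869.8. Starts still outnumbered facing ends there (671 against 550, 55%), and shuffling strands lets go of the same-strand share of 67.5% at 1 to 5 kb, so the lower count does not show that starts avoid each other. Whole spans in place of exons gave 1450 pairs on opposite strands, and minimum overlaps of 50 and 200 bases gave 781 and 611. Checkpoint and repair genes reached 75% at 500 kb, above the 56.1% of all protein-coding genes, and fibroblast genes 50%, below it. Neither passed the threshold at any distance. Developmental regulators passed at 10 kb (25%) and at 500 kb (95%). Matches to GENCODE numbered between 2540 (whole chains of introns and internal exons) and 2777 (without short gaps) beside 2795. Leaving out transcripts under 200 nt removed none, and several other settings cannot move some catalogue values, such as the number of transcripts when loci are merged, so these show nothing about stability. Whether read depth limits these values at all is unknown, because how the models were selected is not given in the sources used here.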

Other observations

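The families named here, the comparison of opposite-strand neighbours with random placement, and the mitochondrial comparison were chosen after the data were seen. The tests of strand in neighbouring loci and of matches with the strand swapped were set before their results were seen.

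Some host genes of small RNAs had catalogued counterparts. Of 10 GENCODE genes named Snhg with 3 or more exons, 8 had a catalogued counterpart (Snhg1, Snhg3, Snhg5, Snhg6, Snhg12, Snhg14, Snhg15 and Snhg17), as did 6 of 6 genes named as microRNA hosts (Mir and hg in the name), among them Mir22hg, Mir99ahg and Mir9-3hg. Over all non-coding genes with 3 or more exons the figure was 2300 of 5536 (41.5%), and no test of the difference was run. Hosts with other names were not collected, and Dleu2, a microRNA host among the listed lncRNAs, had no match. Of 191 genes named as opposite-strand partners of another gene, 59 (30.9%) had a counterpart, including Six3os1, Emx2os, Hand2os1, Dnmt3aos and 4 Sox5os genes. Among pseudogene matches, 11 were major urinary protein pseudogenes (among them Mup-ps3 and Mup-ps20) on mm9 chromosome 4 from 60250217 to 61675891, out of 27 such pseudogenes in GENCODE. They were not the only such group. Many unprocessed pseudogenes on chromosome 14, from Gm7925 (start 42032752) to Gm6541 (end 45323762), also matched and were not counted as a family.

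The mitochondrial genome contributed 7 loci with 14 transcripts. Of these, NONMMUT071574 (positions 70 to 1024, plus strand, 955 nt) and NONMMUT071577 (1094 to 2675, plus strand, 1582 nt) had the same start, end and strand as mt-Rnr1 and mt-Rnr2, the mitochondrial ribosomal RNA genes, in GENCODE. Reads of mitochondrial ribosomal RNA assigned to these models would count as lincRNA.

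On the unplaced Y sequence, 12 of 33 loci with 3 or more exons (36.4%, 95% exact interval 20.4 to 54.9%) shared a run of intron, exon and intron lengths with another locus there, against 55 of 5172 (1.06%) on chromosomes 1 to 19 and X. The 81 loci there had a density of 1.41 per Mb. The comparison had been set up to weigh a high density, which was not seen, and no explanation of the shared lengths was tested.

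Neighbouring loci within 10 kb were on the same strand in 66.0% of 5091 adjacent pairs (95% exact interval 64.7 to 67.3%). The share was 61.6% below 1 kb, 67.5% at 1 to 5 kb, 66.4% at 5 to 10 kb, 60.5% at 10 to 50 kb, 54.7% at 50 to 200 kb and 50.8% beyond 200 kb. This is what a single transcription unit split into several models may give, and it met the prediction of over 60%. Splitting into models on the same strand was argued against as the whole cause of the short spacing. Opposite-strand pairs within 10 kb numbered 1730, above the 1330 to 1554 of 1000 random placements (mean 1453, 1.19 times). Splitting into models on opposite strands was not tested. Single-exon transcripts alone made up 53.8% of loci, and how their strand was set is not given. Same-strand pairs made up most of the excess, with 3361 against a mean of 1459 (2.30 times), so splitting as a part of the cause stays open. Confinement of lincRNA models to gene-free sequence, and unannotated extensions of nearby coding genes, remain open and untested, because mm9 gene positions were not used here.

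Of the loci matched to GENCODE, 172 corresponded to protein-coding genes, and 90 of these shared a run of lengths with a protein-coding transcript of the gene rather than only with its other transcripts. Examples among the 172 loci, not chosen by that distinction, are NONMMUG017698 (1520401A03Rik, 38 shared runs), NONMMUG041996 (Ccdc7a, 20), NONMMUG038423 (Ntrk3, a neurotrophin receptor gene, 16) and NONMMUG020961 (Aldh1a1, 6). Chance agreement of lengths was argued against, since 1 locus, against 172, matched a protein-coding gene with the strand swapped. A change of gene class between the annotation behind the catalogue and the later GENCODE release could give the same result and was not tested.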
